A study of Mus musculus with 3 samples. Its data were reported in "Loss of microRNA-128 promotes cardiomyocyte proliferation and heart regeneration" (2018).

How the data were processed

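Small RNA libraries were made from hearts of wild-type C57BL/6 mice aged 1 day (P1), 7 days (P7) or 28 days (P28), with 1 library at each age. The labels name the heart, while the study states cardiac ventricles for its sequencing at these ages. MicroRNAs (miRNAs) are short noncoding RNAs that lower the output of messenger RNAs through sites in their 3′ untranslated regions. Per the labels, the libraries were built with a NEBNext kit for small RNA. For its sequencing in general, the study states alignment to the mouse genome (mm10) with TopHat2 and counting with Bioconductor packages. How reads that fit several places were assigned, whether strand was used and which release of miRBase (the registry of miRNA sequences) was used is not stated for these libraries.

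The deposited table holds raw read counts, made by the authors, with no normalization. It has 2049 rows and 1 column for each of the 3 libraries, which were matched to their ages by the age code at the start of each column name. Of the rows, 2035 carry accession numbers of mature miRNAs and 14 carry accession numbers of stem-loop precursors. The mature rows belong to 1900 accessions, and 77 of these have several rows, told apart by a suffix that miRBase uses for further genomic copies of one mature sequence. The table pairs no accession with a miRNA name or a genomic position, and no such pairing was used here, so entries are given by accession, without coordinates. For the same reason miR-128, the miRNA that the study is about, was not analysed here by name. Ratios were computed for every entry that passed the filter, but none of them was assigned to miR-128 or to another named miRNA. The 3 log2 ratios planned for miR-128 and the medians planned for several lists of named miRNAs are therefore not given.

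Counts were divided by the total count of the library and given as CPM, the unit in which a whole library sums to 1000000. An entry, meaning a row of the table, was tested when its mean over the 3 libraries was at least 10 CPM. Ratios between libraries were taken on the log2 scale with a pseudocount of 0.5 reads, which understates the change of entries with few reads. With 1 library per age, no spread between hearts could be estimated, and the quasi-likelihood test of edgeR, the usual choice for counts, could not be fitted. Each entry was compared between the 2 libraries of a comparison by a two-sided exact binomial test of its reads against the library totals, with Benjamini-Hochberg adjustment over the entries tested. An entry was called higher or lower when its adjusted p-value was under 0.05 and its CPM differed at least 2-fold. This test covers counting error and compares 2 libraries, not 2 ages. Intervals are 95% Wilson intervals for shares and levels and 95% Clopper-Pearson intervals for ratios, and they cover counting error only. No molecular identifiers are stated for these libraries, so reads amplified from one molecule are counted separately.

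The libraries held 1944237 counts at P1, 2465680 at P7 and 2842526 at P28. At these depths, 3 reads correspond to 1.54 CPM at P1, 1.22 CPM at P7 and 1.06 CPM at P28.

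The calls were tested on simulated data before use. Counts were drawn for the real rows and library sizes, and 200 rows that each held under 1% of the reads were changed 4-fold between P1 and P28, of which 64 passed the filter on abundance. Without variation between hearts, the test recovered 100% of those 64 entries and called 0% of 252 unchanged entries. With a simulated coefficient of variation between hearts of 0.2, it recovered 98.4% of 64 changed entries and called 2.8% of 251 unchanged entries. With a coefficient of 0.4, it recovered 87.5% of 64 and called 21.4% of 252 unchanged entries.

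The alternatives were TMM scaling (edgeR 4.0.16), size factors from DESeq2 1.42.0, the library total without the 10 most abundant entries, a pseudocount of 5 reads, the edgeR exact test with an assumed coefficient of variation of 0.2 or 0.4, a filter at 1 CPM, at 100 CPM or none, and a ratio of 1.5 or 4. These were fixed before the data were examined. A pair of alternatives was added after the table was seen. The first kept 1 row per mature accession, by leaving out stem-loop rows, leaving out 1 of any 2 accessions whose counts differed by at most 1% in every library with at least 300 reads in all, and summing the rows of an accession. The second was the edgeR exact test with the variation estimated over the 3 libraries as one group.

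By a rule fixed beforehand, the entries to be named were the most abundant ones and, in each comparison, the 5 highest and 5 lowest called entries with a mean of at least 100 CPM. As the accessions carry no names, only the most abundant entry and the 2 highest and 2 lowest of P28 against P1 are printed, and the others are given as ranges. Analyses used R 4.3.3, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.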

Results

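Small RNA sequencing of mouse hearts at P1, P7 and P28 was used to survey miRNAs during the weeks in which cardiomyocytes leave the cell cycle. Each age was represented by 1 library, so the differences below have no replicate check. Of the 2049 rows of the count table, 945 had at least 1 read in some library and 1104 had none. A total of 317 entries reached a mean of 10 CPM and were compared between ages.

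The reads were concentrated in few entries. The most abundant row, the second of 2 rows of the mature accession MIMAT0000123, held 35.3% of the counts at P1 (95% Wilson interval 35.2 to 35.4), 38.0% at P7 (38.0 to 38.1) and 35.8% at P28 (35.7 to 35.8). The order of the ages depended on how rows were treated. When the table was reduced to 1 row per mature accession, MIMAT0000123 held 51.4% at P1, 49.1% at P7 and 54.3% at P28, so that P7 went from the highest share to the lowest. These shares include the first row of MIMAT0000123, while a matching row of another accession was left out. The 10 most abundant entries together held 69.8% at P1 (69.7 to 69.9), 72.7% at P7 (72.6 to 72.7) and 78.4% at P28 (78.4 to 78.5). With 1 row per mature accession, the top 10 shares were 78.8% at P1, 79.1% at P7 and 83.3% at P28, with P28 again the highest.

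Fewer entries were detected at P28 than at the younger ages, although that library was the deepest. At least 1 read was found for 729 entries at P1, 787 at P7 and 669 at P28. At the depth of the P1 library, the numbers expected were 745.1 entries at P7 and 621.8 at P28, against 729 observed at P1. The effective number of entries, which is the exponential of the Shannon entropy of the read shares, was 21.5 at P1, 20.7 at P7 and 17.1 at P28. With 1 row per mature accession it was lower at every age, at 11.9 for P1, 12.4 for P7 and 9.15 for P28, and the order of P1 and P7 reversed while P28 remained the lowest.

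The first comparison asked which miRNAs changed between P1 and P7. At P7, 33 entries were higher and 37 were lower than at P1 by at least 2-fold, with adjusted p-values under 0.05 in the exact binomial test of the reads. These numbers were no larger than variation between hearts can give by itself if its coefficient is 0.4. In 20 simulations of unchanged libraries, the same rule called on average 35.8 entries higher and 40.2 lower at a coefficient of variation of 0.4, and 8.25 and 5.5 at 0.2. At 0.2 the maxima were 25 higher and 29 lower, both below the observed numbers. The actual variation could not be estimated with 1 library per age. The median entry had a log2 ratio of 0.02. The called entries held 7.42% of the reads at P1 and 9.11% at P7. Among entries with a mean of at least 100 CPM, the 5 that rose most had log2 ratios between 1.36 and 2.77, and the 5 that fell most had ratios between -2.24 and -1.38. Irrespective of fold, 219 of the 317 entries had an adjusted p-value under 0.05 in the exact binomial test, so the 2-fold threshold did most of the selecting. The choice that moved this comparison most was the variation assumed between hearts. With a coefficient of variation of 0.4 in the edgeR exact test, 0 entries were higher and 0 were lower after Benjamini-Hochberg adjustment. Before adjustment, 2 entries were higher and 6 were lower by at least 2-fold at p under 0.05. Apart from the possibility that few entries changed, this test had little power with 1 library per age. On simulated data it recovered 0% of 64 entries changed 4-fold when hearts varied by 0 or 0.2, and 18.8% of 64 when they varied by 0.4.

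Between P1 and P28, 39 entries were higher and 129 were lower in the exact binomial test. The simulations of unchanged libraries at a variation of 0.4 reached at most 76 higher and 100 lower calls here, so only the lower calls were more numerous than in any of them. At 0.2 the maxima were 29 higher and 16 lower, both below the observed numbers. The median log2 ratio fell to -0.64, so that an entry at the middle of the distribution made up a smaller part of the P28 library. This imbalance depended on the scaling. TMM scaling moved the median by 0.62 on the log2 scale, and 76 entries were then higher and 83 lower. Neither number passed the maxima at 0.4, and the means of the simulations at 0.4 were 42.25 higher and 38.55 lower calls. The maxima were taken for each direction separately, in simulations scaled by library totals, so they cannot judge counts under TMM. Relative to library totals, 23.2% of the called entries were higher, against 47.8% under TMM. TMM and DESeq2 size factors are built to place the typical entry near no change, and the median was -0.012 and -0.007 under them. The more even numbers under these scalings therefore follow largely from the method. They cannot show whether the imbalance by library totals is real. Among entries with a mean of at least 100 CPM, 19 were higher and 55 were lower. The 5 that rose most in this class had log2 ratios between 1.53 and 3.74, and the 5 that fell most had ratios between -5.51 and -4.32.

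The P28 and P7 libraries differed in the same manner. At P28, 10 entries were higher and 124 were lower than at P7, and the median log2 ratio was -0.64. Among the 10 higher entries were the first row of MIMAT0000123 and a row of another mature accession. Both had a log2 ratio of 1.06 and a mean of 72827 CPM. The simulations at 0.4 reached at most 74 higher and 69 lower calls for this comparison. At 0.2 the maxima were 12 higher and 17 lower, and only the lower calls were above them. TMM scaling moved that median by 0.56 and gave 40 higher and 70 lower entries. The 70 lower entries narrowly passed the simulated maximum of 69, and the 40 higher entries did not pass 74. DESeq2 size factors gave 46 higher and 63 lower entries, neither above the maxima at 0.4. The simulated means at 0.4 were 44.25 higher and 37.15 lower calls. As the simulations were scaled by library totals, they cannot judge the counts under either scaling. The share called higher was 7.46% by library totals, 36.4% under TMM and 42.2% under DESeq2 size factors. The plot of log2 ratio against abundance shows the displaced median in both comparisons with P28.

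**Figure D1:**
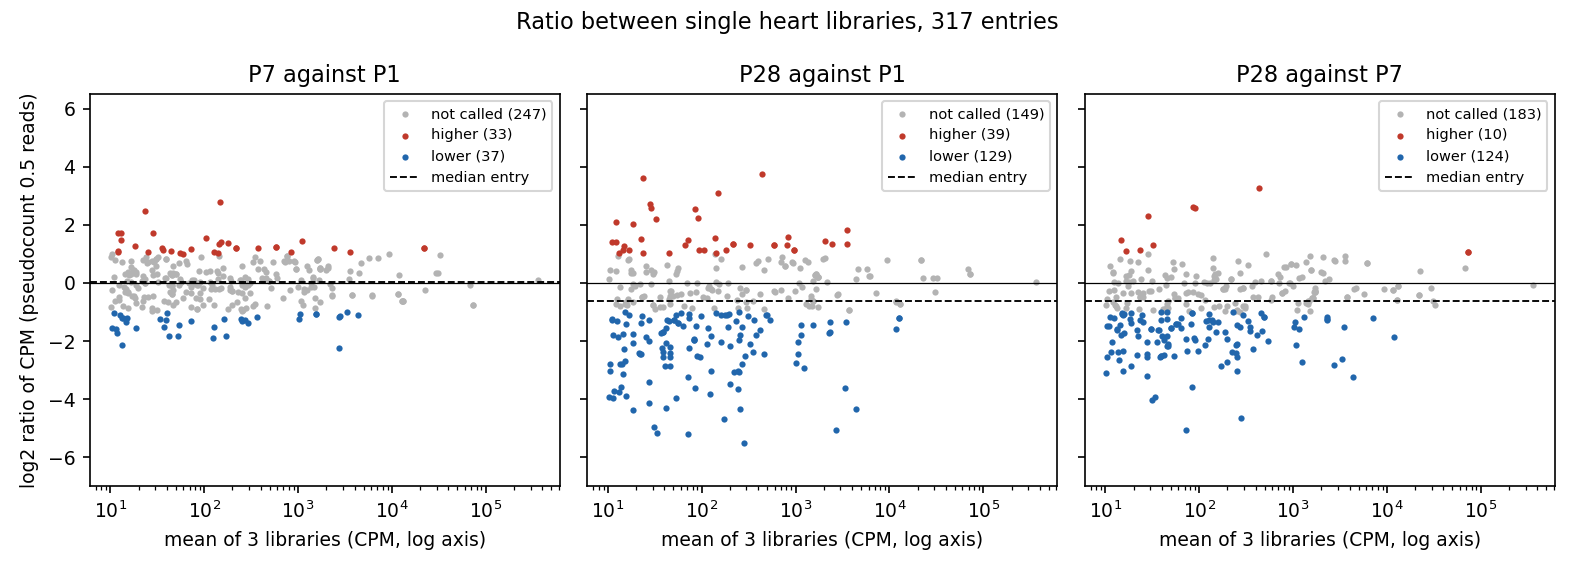
Log2 ratio of CPM between 2 libraries (vertical axis) against the mean CPM of the 3 libraries (horizontal log axis) for the 317 entries compared, with 1 point per entry, red for higher, blue for lower and grey for entries not called. The dashed line is the median entry, which lies at 0.02 for P7 against P1 and at -0.64 in both comparisons with P28.

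Among entries with a mean of at least 100 CPM, the pair with the highest ratios at P28 against P1 followed different courses. MIMAT0000535 was at 82.8 CPM at P1 (161 reads, 95% Wilson interval 71.0 to 96.6) and 116 CPM at P7 (285 reads, 103 to 130). At P28 it reached 1110 CPM (3155 reads, 1072 to 1149). Its log2 ratio at P28 against P1 was 3.74 (95% Clopper-Pearson interval 3.52 to 3.98), most of it arising after P7, where the ratio to P1 was 0.48 (0.20 to 0.77). MIMAT0000225 rose early. It was at 27.3 CPM at P1 (53 reads, 20.8 to 35.7), 187 CPM at P7 (462 reads, 171 to 205) and 233 CPM at P28 (661 reads, 216 to 251). Its log2 ratio was 2.77 (2.37 to 3.22) at P7 against P1 and 0.31 (0.14 to 0.49) at P28 against P7, the latter below the 2-fold threshold.

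Of the entries that fell most in the same class, MIMAT0000376 decreased from 539 CPM at P1 (1047 reads, 507 to 572) to 296 CPM at P7 (731 reads, 276 to 319) and 11.6 CPM at P28 (33 reads, 8.27 to 16.3). Its log2 ratio at P28 against P1 was -5.51 (-6.08 to -5.04). MIMAT0000609 decreased at each step, from 6554 CPM at P1 (12742 reads, 6441 to 6668) to 1387 CPM at P7 (3421 reads, 1342 to 1435) and 197 CPM at P28 (561 reads, 182 to 214). Its log2 ratio was -2.24 (-2.30 to -2.19) at P7 against P1 and -5.05 (-5.18 to -4.93) at P28 against P1. For these 4 entries the direction at P28 against P1 was the same under the 5 alternatives that can move a log2 ratio (the 3 other scalings, the larger pseudocount and 1 row per mature accession). This shows no robustness, because the entries were chosen for their extreme ratios. The scalings moved the median of this comparison by at most 0.63, too little to reverse any of them. With the value by library totals included, the log2 ratios were 3.71 to 4.37 for MIMAT0000535, 3.0 to 3.71 for MIMAT0000225, -5.51 to -4.89 for MIMAT0000376 and -5.05 to -4.42 for MIMAT0000609. The 2 that rose lost their calls in the test with the variation taken over the 3 libraries as one group.

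**Figure D2:**
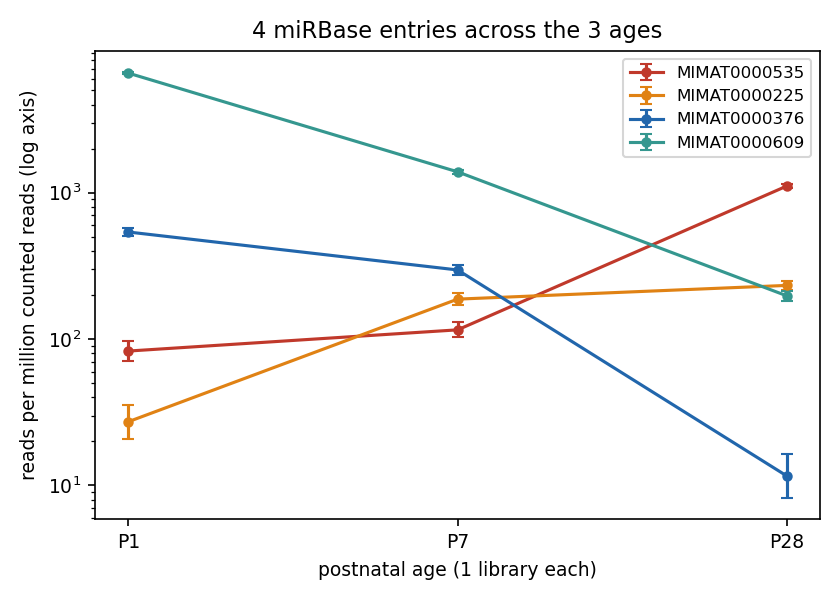
CPM of 4 entries (vertical log axis) in the single library of each age (horizontal axis), with bars for 95% Wilson intervals of the counting error. MIMAT0000535 rose mainly after P7, MIMAT0000225 rose mainly before it, and the other 2 fell at both steps.

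Across the 3 ages, 202 entries were called in at least 1 comparison and 115 in none. Of the 33 entries higher at P7 than at P1, 19 were also higher at P28 than at P1, which is 57.6%. Of the 37 entries lower at P7, 33 were also lower at P28, which is 89.2%. Both comparisons use the P1 library, so part of this overlap arises without any effect. In simulated libraries with no change and a coefficient of variation of 0.4, 45.2% of higher calls and 27.6% of lower calls were shared. The smaller overlap of the higher calls depended on the scaling. TMM gave 84.2% for higher and 87.5% for lower calls, DESeq2 size factors gave 87.1% and 81.6%, and the total without the 10 most abundant entries gave 71.7% and 89.3%. Only 5 entries were higher at P7 than at both other ages, and 0 were lower at P7 than at both. TMM scaling gave 3 of each, DESeq2 size factors gave 2 and 5, and the total without the 10 most abundant entries gave 5 and 2. Which of these numbers was larger thus depended on the scaling. A total of 27 entries were lower at each of the 2 steps and 1 was higher at each. Under TMM these numbers were 15 and 6.

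The log2 ratios of P7 against P1 and of P28 against P7 were positively correlated across the 317 entries, with a Pearson r of 0.33 and a Spearman rho of 0.31. Entries are not independent replicates, and the shared P7 library by itself gives a negative value. In 100 simulations of unchanged libraries with a coefficient of variation of 0.4, the mean r was -0.50 and the highest was -0.40. The correlation fell to 0.13 with the filter at 1 CPM and turned to -0.21 with no filter, where the highest values in 100 unchanged simulations with the same variation were -0.43 and -0.41. The correlation between P7 against P1 and P28 against P1, which share the P1 library, was 0.74, against a mean of 0.50 and a maximum of 0.58 in the same simulations, and a maximum of 0.68 in simulations with counting error alone. It fell to 0.63 with the filter at 1 CPM and to 0.59 with no filter. Unchanged simulations under those filters reached 0.70 and 0.62 with counting error alone, and 0.624 and 0.624 at a variation of 0.4. With the filter at 1 CPM, the value of 0.634 was thus narrowly above the range at 0.4 and within that of counting error. With no filter it was within both. Of these 3 filters, only the one at 10 CPM placed this correlation above the no-change range under both.

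Some entries were not independent of each other in the table. Among the 218 rows with at least 300 reads over the 3 libraries, counts of 2 different mature accessions matched within 1% in every library in 12 pairs of rows, and 9 of these pairs were identical in all 3 libraries. Another 6 pairs joined a stem-loop row to a mature row. Rows with fewer reads were not searched for matches. Stem-loop rows took 6.72% of the counts at P1, 4.82% at P7 and 4.04% at P28. The rows of the later accession in the 12 mature pairs took 9.50% at P1, 8.35% at P7 and 12.4% at P28. With 1 row per mature accession, 283 entries were compared. The numbers were then 27 higher and 35 lower at P7 against P1, 37 and 122 at P28 against P1, and 10 and 118 at P28 against P7. The 10 higher entries at P28 against P7 were not the same set as before. MIMAT0000123 then went only from 49.1% of the counts at P7 to 54.3% at P28.

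A total of 23 mature accessions with a mean of at least 100 CPM had exactly 2 rows. Of these, 1 was left out because both of its rows matched the rows of another accession, and 22 were examined. The reads split nearly evenly between the rows in 9 of them, with 45 to 55% of the pooled reads in the first row. In the other 13 the split was uneven, and in each of these it differed between the 3 libraries by a chi-square test on the reads after Benjamini-Hochberg adjustment. None of the 9 even accessions showed such a difference. For MIMAT0000123, which had the most reads, the first row held 18.0% of the reads at P1, 10.7% at P7 and 21.1% at P28. That row had the same mean CPM and ratios as a row of another accession, so which accession its reads belong to is unknown. In 9 of the 22 accessions, the 2 rows received different calls in at least 1 comparison, and 2 of these 9 had an even split. The ratios of the 2 rows differed more where the split was uneven. The largest gap on the log2 scale was 1.69 among uneven accessions and 0.22 among even ones.

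**Figure D3:**
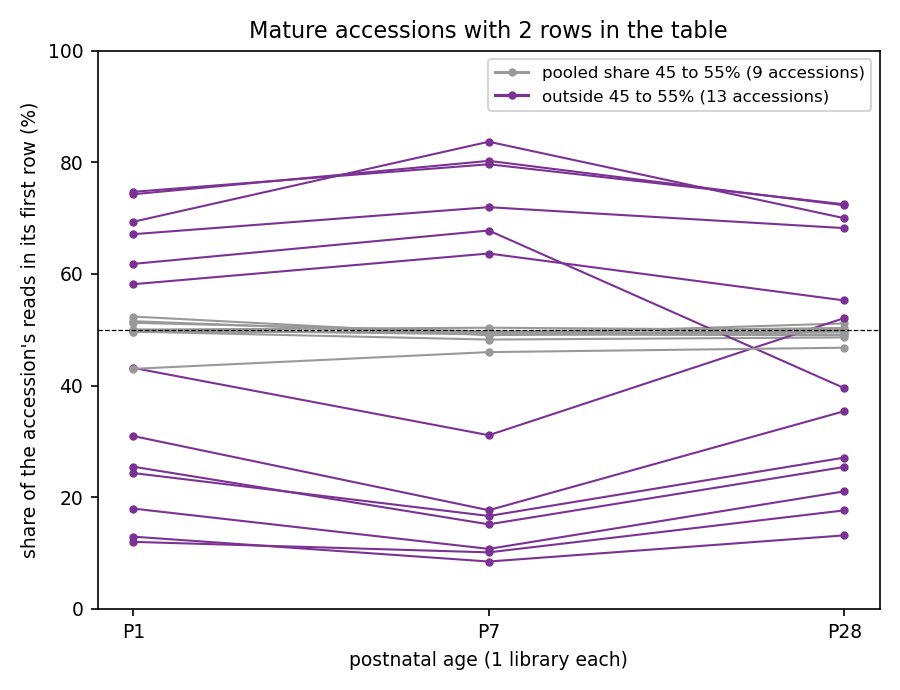
Share of an accession's reads that fell in the first of its 2 rows (vertical axis, percent) in the library of each age (horizontal axis), with 1 line per accession, grey for the 9 accessions with 45 to 55% of pooled reads in that row and purple for the other 13. The dashed line marks an even split at 50%, from which every purple line is farthest at P7.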

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

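Of the 78 pairs of a call count and an alternative setting, 36 stayed within 1.5 times the count by library totals and 42 did not. Counts are given as higher and lower.

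Scaling changed the comparisons with P28. At P28 against P1, TMM gave 76 and 83, DESeq2 size factors gave 76 and 83, and the total without the 10 most abundant entries gave 65 higher. At P28 against P7, TMM gave 40 and 70, DESeq2 size factors gave 46 and 63, and the total without the 10 entries gave 27 higher. The 39 and 10 entries higher by library totals were all among those higher under each of the 3 scalings. Each of these scalings moves every ratio of a comparison with P28 upward by about one amount. That retention therefore follows from the shift and is no check of those calls. At P7 against P1 no scaling moved a count by more than 1.5 times, though the share called higher was 47.1% by library totals and 62.2% without the 10 entries. The median log2 ratio moved by 0.63 and 0.65 under DESeq2 size factors in the comparisons of P28 with P1 and P7, and by 0.49, 0.34 and, for P7 against P1, 0.15 without the 10 entries.

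The assumed variation between hearts mattered most. At 0.2, P7 against P1 gave 17 and 22. At 0.4, the counts were 0 and 0 at P7 against P1, 6 and 49 at P28 against P1, and 1 and 7 at P28 against P7. With the variation over the 3 libraries as one group, a coefficient of 0.53 that also contains any effect of age, they were 0 and 0, then 0 and 12, then 0 and 0. The unadjusted counts at p under 0.05 and at least 2-fold were 1 and 0, then 6 and 51, then 3 and 30.

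The filter and the ratio moved the counts through the entries they admit. With a mean of at least 1 CPM, 61 entries were higher at P28 against P1 and 26 at P28 against P7, and with no filter 26 were higher at P28 against P7. With 100 CPM, the counts were 18 and 18, 19 and 55, and 3 and 50. A ratio of 1.5 gave 71 and 75 at P7 against P1 and 32 higher at P28 against P7. A ratio of 4 gave 2 and 2, 10 and 65, and 4 and 45. A pseudocount of 5 reads and 1 row per mature accession left every count within 1.5 times.

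The correlation between the 2 successive steps reversed to -0.21 with no filter. That setting raised the entries compared from 317 to 945 by admitting those with few reads, and the cause was not tested further. The value was still above every unchanged simulation with no filter. Their maxima were -0.42 with counting error alone and -0.41 at a variation of 0.4. Among the other single values, 9 moved, 2 became weaker and 65 stayed the same. The 65 include log2 ratios of named entries under tests, filters and ratio thresholds, which cannot move a log2 ratio. They also include correlations under scalings that add about one amount to every ratio. For these the lack of change was fixed beforehand and shows no robustness.

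No paired analysis was possible because each age has 1 library. Leaving out a replicate and regrouping the samples were not possible for the same reason. The alternatives planned for miR-128 and for the lists of named miRNAs are not given, as the accessions were not paired with names.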

Other observations

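Leaving the most abundant entries out of the library totals was an alternative fixed before the data were examined. The other tests in this part were chosen after the results they bear on had been seen.

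In the 13 accessions whose reads split unevenly between 2 rows, the split was farthest from even in the P7 library in 13 of 13, where 4.33 would be expected if each library were as likely. The median distance from 50% was 24.3 percentage points at P1, 32.3 at P7 and 22.3 at P28. The bounds of 45 and 55% that define an uneven split were also chosen after the splits were seen. Rows that share a mature accession stand, by the convention of miRBase, for copies of one mature sequence, so a read can be placed at 1 of them only by bases outside that sequence or by a rule of the aligner. Sequencing depth as the cause is argued against, since the deepest library, P28, had the most uneven split in 0 of the 13 accessions. Independent changes in the output of single loci, if they were the only cause, would spread the most uneven split over the 3 libraries, which 13 of 13 in one library argues against. A single share of ambiguous reads per library, placed evenly in all accessions, would change every distance by one factor if it were the only cause and the true split of each accession were fixed across ages. The ratio of the P7 to the P1 distance ranged instead from 1.05 to 2.77, beyond counting error. In 2 of the 13 accessions the share of the first row was also above 50% in some libraries and below it in others, each beyond its 95% Wilson interval, which even placement alone cannot produce. A common share of ambiguous reads together with changes at single loci is not excluded by these values. Also open are a property of the P7 library, such as read length, end trimming or the assignment of reads, that acts to a different degree on each accession, and a coordinated biological change at P7, which was not tested. As 1 library stands for each age, library and age are confounded. Sums over the rows of an accession do not depend on the split, while single rows at P7 may.

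The matching rows were too many for coincidence. Shuffling the P7 and P28 counts among rows of similar size gave 0.25 matching pairs on average over 100 shuffles and 2 at most, against 18 in the table among rows with at least 300 reads. In the 6 pairs of a stem-loop row and a mature row, the stem-loop count was at or above the mature count in 18 of 18 library values, which is consistent with the same reads being counted in both rows. For the 12 pairs of mature accessions, overlapping annotation, such as hairpins on opposite strands counted without regard to strand, is a candidate explanation that was not tested, as no positions were used here. If so, the totals used for scaling hold some reads more than once.

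Leaving the 10 most abundant entries out of the totals shifts every ratio of a comparison by one amount, which restates how the share of those entries differed. The median log2 ratio moved from -0.64 to -0.15 for P28 against P1, from -0.64 to -0.30 for P28 against P7 and from 0.02 to 0.16 for P7 against P1. What lies behind the lower median at P28 was not tested, and counts relative to a library total cannot show whether the other miRNAs fell in amount per heart.

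Entries with neighbouring accession numbers changed alike between P1 and P28. Across mature accessions in number order, the log2 ratios of neighbours 1 apart had a Pearson r of 0.39 over 117 pairs, above all 1000 shuffles of the order. For numbers 2 to 20 apart r was 0.32 over 122 pairs, and for numbers over 20 apart it was 0.12 over 43 pairs, within the range of shuffles. This fall with distance was absent at P7 against P1, where r was 0.16 for neighbours 1 apart, 0.15 for numbers 2 to 20 apart and 0.19 for numbers over 20 apart, each within the range of 95% of the shuffles. Similar abundance of neighbours is argued against as the whole cause, because r was still 0.35 after the median of each of 10 abundance bins was taken out, with 0.16 at the 97.5 percentile of shuffles. A candidate explanation is that accessions numbered together often come from one hairpin or one genomic cluster and are transcribed together, which was not tested, as it needs the positions of the entries.

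The 2 entries that rose most to P28 among abundant entries did so at different times, at a log2 ratio of 3.26 after P7 for MIMAT0000535 and of 2.77 before P7 for MIMAT0000225. In these single libraries no test of timing across hearts was possible.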
